A study of Mus musculus with 46 samples. Its data were reported in "Intestinal-derived ILCs migrating in lymph increase IFNγ production in response to Salmonella Typhimurium infection" (2021).

How the data were processed

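RNA sequencing of sorted mouse cells gave 46 libraries in 2 datasets. The first dataset held 20 libraries in 5 groups of 4: innate lymphoid cells (ILCs) and T cells from intestinal lymph, ILCs and T cells from the lamina propria (LP), and lymph ILCs of mice infected with Salmonella Typhimurium (STM). The second held 26 dendritic cell (DC) libraries in 9 groups, made of CD103+ DCs, CD103+ CD11b+ DCs and CD11b+ DCs from LP, lymph and lymph node, with 3 libraries per group except CD11b+ DCs from lymph with 2. The 2 datasets came from different sequencers at different depths, so each was fitted alone. Groups and replicate numbers were taken from the sample titles. The columns of CD103+ DCs from lymph could be matched to their group but not to numbered samples, so these 3 libraries are called replicates a, b and c.

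The authors deposited raw read counts per gene, 1 table per dataset with 54232 Ensembl genes each. Per the study's methods, reads from full-length amplified cDNA were aligned to GRCm38 with STAR, only uniquely aligned reads were kept, and genes were counted without regard to strand. The deposited counts were whole numbers with totals that differed between libraries and carried no normalisation. Unstranded counting leaves reads in overlapping exons ambiguous, and unique alignment loses reads shared by paralogs. Gene symbols, coordinates (GRCm38, from 1) and the share of exon bases that overlap another gene came from a GRCm38 annotation in which 54079 of the identifiers were found.

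Total counts were 1046120 to 5410154 in the ILC and T cell libraries and 19325110 to 35333991 in the DC libraries. A gene with a count of 0 could have had up to 3 counts at 95% confidence, which on the scale of the normalised read count (CPM, counts scaled to a fixed library total) was 0.0849 in the deepest library and 2.87 in the shallowest. For a fold change against a group with a count of 0 in every library, the floor was 3 counts over the summed libraries of the group, and the fold is given as a lower bound. That bound covers counting error in the low group and takes the mean CPM of the high group as given. With 1 to 3 counts in a group, the ratio is given with a 95% exact binomial counting interval. Reads carried no molecular identifiers, so floors and intervals cover counting error only.

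Differential expression was tested with edgeR 4.0.16 in R 4.3.3: filterByExpr on group, TMM factors, a group-means model over all libraries of a dataset, robust glmQLFit with the older quasi-likelihood estimate that is this version's default, and glmQLFTest per contrast, two-sided. The filter kept 11731 genes in the ILC and T cell data and 20390 in the DC data. A gene passed at a Benjamini-Hochberg adjusted p under 0.01 and an absolute log2 fold change over 1. The standard error (SE) of a log2 fold change was its size divided by the square root of the F statistic. CPM values are TMM-normalised and given as mean ± SD. Whether the lymph effect differed between ILCs and T cells was tested as an interaction contrast in the same fit. The shared signature was the set of genes that passed in the same direction in lymph against LP of ILCs, T cells, CD103+ DCs and CD103+ CD11b+ DCs.

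Lists of genes were fixed before the data were examined: 38 interferon-response genes, 22 genes known to respond to enzymatic dissociation (the digestion list), 20 proliferation genes, and lists of B and plasma cell, T cell, epithelial cell, mast cell, macrophage, neutrophil and red blood cell genes. The first 3 lists were tested in 10 tests with limma 3.58.1 camera on voom values, with a preset inter-gene correlation of 0.01, two-sided and Benjamini-Hochberg adjusted over the 10 tests. Their scores per library, the mean of log2(CPM + 1) over all members, were compared with exact two-sided permutation tests. Marker lists were summed as CPM per library, and the number of genes in each was 10 for the B and plasma, T and epithelial cell lists, 8 for macrophages and 5 for mast cells, neutrophils and red blood cells. The similarity of lymph ILCs to LP ILCs or lymph T cells was the mean Pearson r across genes of log2(CPM + 1) between libraries.

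The named genes followed a rule set before the data were examined. They were the genes discussed in the study's text for each comparison, the 2 genes with the highest and the 2 with the lowest log2 fold change per comparison among those past the threshold with a mean of at least 10 CPM and groups that did not overlap, the markers of the sorts and of sex, the members of the fixed lists, and the genes of the shared signature. For the genes taken from the study's text, the count of those past the threshold is also given with p adjusted over the list alone. That second count is not independent evidence, since the study chose the genes on these same libraries. Some genes that the rule names are not reported here.

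The alternatives set before the data were examined were DESeq2 1.42.0 with default settings, DESeq2 size factors in edgeR, no filter on low counts, a fit of only the compared groups, the replicate number as a block, thinning of every library to the smallest total, removal of immunoglobulin and mitochondrial genes, an adjusted p under 0.05 with no fold limit, glmTreat against a 2-fold change, leaving out each library in turn, fry and camera with an estimated correlation for the lists, and other pseudocounts, gene choices and Spearman rho for the similarity. The fits with the replicate number as a block also held only the compared groups, so they changed 2 things at once. A pair of further tools, limma voom with quality weights and the newer quasi-likelihood estimate of edgeR, were added after the counts of edgeR and DESeq2 were seen to differ. The chain was tested on simulated data, in which 200 genes were changed by a log2 value of 2. The counts of every library were drawn anew from a negative binomial model. Library totals and the dispersions estimated by edgeR came from the real data. Apart from the changed genes, the 2 compared groups had 1 shared mean. The rates of both tools below therefore hold under edgeR's own dispersions. In the ILC and T cell data edgeR found 32% to 35% of them with at most 2 false calls, and DESeq2 found 48.5% to 55% with 23 to 41 false calls. In CD103+ DCs edgeR found 74% with 3 false calls and DESeq2 85% with 12. In CD11b+ DCs, with 2 lymph libraries, edgeR found 39% with 2 false calls and DESeq2 65% with 14. Differences between these 2 lymph libraries entered only through the dispersions. Replicate libraries were compared by chi-square over genes, and the smallest value per degree of freedom was 20.1, so no library was counted as a copy of another. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

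Flow cytometry, imaging and the photoconversion experiments of the study were not analysed here.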

Results

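Immune cells that leave the intestine in lymph were compared with the same cell types in the tissue, in order to ask which transcripts go with migration and how infection changes the migrating cells. Innate lymphoid cells (ILCs) and CD44-high CD4+ T cells were sorted from intestinal lymph and from the lamina propria (LP), with 4 libraries in each group. Lymph ILCs were also sorted from mice infected with Salmonella Typhimurium (STM), a bacterium of the gut, with 4 libraries. Dendritic cells (DCs) were sorted as CD103+, CD103+ CD11b+ and CD11b+ cells from LP, lymph and lymph node, with 3 libraries in each group and 2 for CD11b+ DCs from lymph. Total counts per library were 2994255 to 5276395 for lymph ILCs, 1046120 to 4751583 for lymph ILCs of infected mice and 3826260 to 4936080 for LP ILCs. They were 3689404 to 4413230 for lymph T cells and 3127572 to 5410154 for LP T cells. The DC libraries held 19325110 to 35333991 counts.

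Several differences in handling ran along with the groups and cannot be separated from them in a fit. LP and node cells were released with enzymes, which differed between gut and node, whereas lymph was collected on ice over many hours without enzymes. Lymph libraries of ILCs and T cells drew on more mice than those of LP, and no numbers of mice are given for DCs. LP ILCs and T cells came from colon and small intestine, and LP DCs from small intestine only. Lymph DCs came from mice whose mesenteric lymph nodes had been removed. The study states no such surgery for the mice of LP DCs and does not describe those of node DCs. Surgery may thus run along with site in DCs. The infected mice had received streptomycin and the steady-state mice had not.

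Libraries of the same DC group were alike, with Pearson r across genes of 0.9396 to 0.992, where genes are not independent replicates. The exception was CD11b+ DCs from lymph, whose replicates 1 and 2 had r 0.5664. Replicate 1 of that group had 15202 detected genes and 4.985% mitochondrial counts, and its TMM factor of 0.06 scaled its CPM values up strongly. In the ILC and T cell data r between replicates was lower, at 0.5956 to 0.8126 for lymph ILCs, 0.4848 to 0.7366 for lymph ILCs of infected mice, 0.7983 to 0.8446 for LP ILCs, 0.6979 to 0.7976 for lymph T cells and 0.7731 to 0.8425 for LP T cells. The first 2 principal components took 14.55% and 11.96% of the variance in the ILC and T cell data and 22.89% and 20.61% in the DC data. The score of CD11b+ DC lymph replicate 1 on the second component was -315.7, against -9.0 to 24.3 in the other DC libraries.

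**Figure D1:**
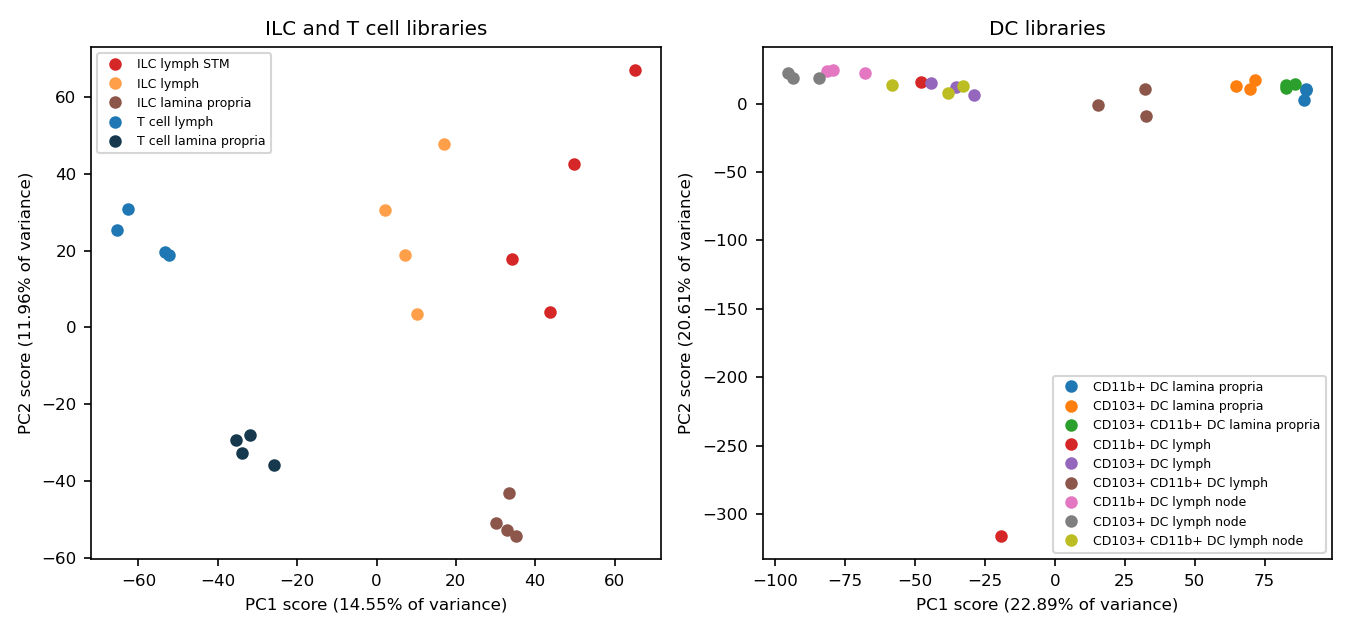
Scores of each library on the first 2 principal components (PC1 and PC2, axes with the percent of variance), 1 point per library coloured by group, for the ILC and T cell data and for the DC data. CD11b+ DC lymph replicate 1 lies alone at a PC2 score of -315.7.

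Transcripts of the sort markers followed the sorts of ILCs and T cells. Cd3e was at 9.65 ± 10.1 CPM in lymph ILCs and 5.65 ± 4.35 in LP ILCs, against 672 ± 46.5 in lymph T cells and 985 ± 117 in LP T cells (mean ± SD, n = 4). Il7r was at 1686 ± 349 CPM in lymph ILCs and 1528 ± 134 CPM in LP ILCs (n = 4). In DCs, transcripts of Itgae, which encodes CD103, were at 932 ± 167 CPM in CD103+ DCs and 731 ± 36.0 CPM in CD103+ CD11b+ DCs of LP, against 38.7 ± 7.41 CPM in CD11b+ DCs (n = 3). In lymph the Itgae levels did not follow the sort, with 40.7 ± 19.6 CPM in CD103+ DCs and 1.36 ± 0.669 CPM in CD103+ CD11b+ DCs (n = 3), and 13.75 and 58.2 CPM in the 2 libraries of CD11b+ DCs. In the node Itgae was at 82.8 ± 18.97 CPM in CD103+ DCs, but at 16.2 ± 2.19 CPM in CD103+ CD11b+ DCs against 20.7 ± 9.09 CPM in CD11b+ DCs (n = 3), so CD103+ CD11b+ DCs departed from the sort there too. In LP the mean of Itgam, which encodes CD11b, was 79.2 CPM in CD11b+ DCs, 106.5 in CD103+ CD11b+ DCs and 1.88 in CD103+ DCs. In lymph it was 25.8 CPM in CD103+ CD11b+ DCs and 1.40 in CD103+ DCs, with 2.605 and 9.405 in the CD11b+ DC libraries. In the node it was low throughout, at 2.38, 1.72 and 0.961 CPM in CD11b+, CD103+ CD11b+ and CD103+ DCs. In 0 of 46 libraries did Xist exceed the summed Y-linked genes. The highest Xist value was 5.21 CPM, in CD11b+ DC lymph replicate 1, and 0.284 CPM without that library, and the lowest value of the Y-linked gene Ddx3y was 46.8 CPM.

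Marker lists of other cell types were summed per library to measure what else the sorts held. The B and plasma cell list summed to 7213 ± 12260 CPM in lymph ILCs, 32750 ± 35220 CPM in lymph ILCs of infected mice and 698 ± 535 CPM in LP ILCs (n = 4). Immunoglobulin genes took 7.39%, 0.92%, 0.651% and 3.47% of the counts in infected replicates 1 to 4. In DCs the B and plasma cell list reached 53420 ± 19020 CPM in CD11b+ DCs of LP (n = 3). The T cell list summed to 306 ± 21.8 CPM in lymph ILCs and 7334 ± 503 CPM in lymph T cells (n = 4), and to 326 ± 26.7 CPM in CD103+ DCs and 172.5 ± 4.91 CPM in CD103+ CD11b+ DCs of lymph (n = 3). The macrophage list was at 6839 ± 1810 CPM in CD103+ CD11b+ DCs of lymph, against 1565 ± 241 CPM in LP and 554 ± 328 CPM in the node (n = 3). It was at 90.2 ± 46.7 CPM in lymph ILCs of infected mice and 11.4 ± 10.2 CPM in those of steady-state mice (n = 4). The mast cell list was at 1608 ± 391.6 CPM in LP ILCs, 730 ± 175 CPM in lymph ILCs and 1272 ± 243.5 CPM in lymph ILCs of infected mice (n = 4). Nearly all of it in the first and second of these groups, and most of it in the third, was Kit, at 1604 ± 390, 701.5 ± 182.3 and 1021 ± 285 CPM (n = 4), which does not single out mast cells. Cpa3 was at 0 to 14 CPM in LP ILC libraries, 10.6 to 37.1 CPM in those of lymph and 25.2 to 295 CPM after infection, and Mcpt1 was at 0 CPM in the first and second group and at 7.18 to 158 CPM after infection. Kit also made up the highest sum of this list, 7006 CPM in CD11b+ DC lymph replicate 1, against 104.2 CPM in replicate 2. The highest mean of the epithelial list was 439 ± 18.4 CPM, in CD103+ CD11b+ DCs of LP (n = 3). The group means of the neutrophil list were at most 35.3 CPM and those of the red blood cell list at most 16.2 CPM.

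To ask how ILCs of lymph differ from those of the tissue, lymph ILCs were compared with LP ILCs. Both were sorts of total ILCs. By flow cytometry the study found few ILC3s, a subset of ILCs, in steady-state lymph. A different mix of subsets and a change within cells cannot be told apart here. Of 11731 genes, 167 passed the threshold, 89 higher and 78 lower in lymph. Apart from a term for the replicate number, DESeq2 moved this count most, to 499 (262 higher and 237 lower). The balance of the directions depended on the method. The newer quasi-likelihood of edgeR gave 154 higher and 227 lower, a fit of only the compared groups 53 and 89, and the replicate number as a block 5 and 22. Of the 23 genes that the study's text discusses for this comparison, 11 passed with p adjusted over all genes and 18 adjusted over the list alone, which is not independent evidence because the study chose them on these libraries. S1pr1 (ENSMUSG00000045092, GRCm38 chromosome 3, 115710433 to 115715072), a receptor for sphingosine-1-phosphate, was at 369 ± 17.7 CPM in lymph and 17.4 ± 13.25 CPM in LP (n = 4), a log2 fold change of 4.39 (SE 0.413, adjusted p 1.96e-06). Rasgrp2, S1pr4, Cd1d1 and Il17ra were also higher in lymph, by log2 fold changes of 3.92, 2.54, 2.63 and 1.46. Cd69 (ENSMUSG00000030156, chromosome 6, 129267325 to 129275436) fell by 4.68 on the log2 scale (SE 0.355, adjusted p 1.73e-07), from 1637 ± 449 CPM in LP to 63.9 ± 23.5 CPM in lymph (n = 4). Cxcr6 was also lower in lymph, with a log2 fold change of -1.56. Tigit, with a count of 0 in the LP libraries, was at least 115-fold higher in lymph, and Mki67 had a ratio of 556 with a counting interval of 99.5 to 22000.

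Of the other 12 genes of that list, Satb1 (log2 fold change 1.15, adjusted p 0.0232), Ccr8 (-3.02, 0.0218), Pdcd1 (1.66, 0.0283), Ccrl2 (-4.98, 0.0293) and Il12rb2 (4.55, 0.0404) had adjusted p values over the threshold. Ly6d had 2 counts in LP and an adjusted p of 0.027, and its ratio was 125 with an interval of 34.3 to 1040. Unstranded reads of Il12rb2 are uncertain, since 40.04% of its exon bases overlap Serbp1. Ccr10 had a ratio of 437 with an interval of 78.1 to 17300 and an adjusted p of 0.0528. Ccr7 had a log2 fold change of 2.03 and an adjusted p of 0.145, and Id2, Zbtb16, Gata3 and Tbx21 had adjusted p values of 0.284 to 0.953. Among the top genes by the fixed rule were Kif11, which was at least 196-fold higher in lymph, and Adamts15 and Myof, which were at least 467-fold and at least 338-fold lower. Single libraries decided some of these calls. Cd1d1 missed the threshold without ILC lymph replicate 3 or 4 (adjusted p 0.0134 and 0.0135) and without ILC LP replicate 1, 3 or 4 (0.0155, 0.0201 and 0.0148). Adamts15 missed it without ILC lymph replicate 2, 3 or 4 or any 1 of the LP libraries (0.0104 to 0.0206), and Myof without any 1 of the 8 libraries (0.0147 to 0.0244). Without ILC LP replicate 1, Il12rb2 passed at 0.00906. Without ILC lymph replicate 1, the log2 fold change of Id2 went from -0.06 to 0.02.

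The proliferation list of 20 genes was higher in lymph than in LP ILCs, with 19 of 20 genes higher and 5 past the threshold. Its median log2 fold change was 4.37, and 3.66 with 4 genes at their bound. Camera gave an adjusted p of 6.41e-10, and the call held under fry (8.49e-05) and under an estimated correlation (0.0185). The list score was 3.60 ± 0.386 in lymph and 1.11 ± 0.101 in LP (n = 4, exact two-sided permutation p 0.0286, the smallest possible).

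The same comparison in T cells gave 245 genes past the threshold, 54 higher and 191 lower in lymph. Of the 6 genes that the study names for migration, 5 passed both over all genes and adjusted over the list alone. Among these were S1pr1 (log2 fold change 2.79), S1pr4 (2.88), Rasgrp2 (2.02) and Satb1 (1.89), with adjusted p values of 3.19e-05 to 0.000379. S1pr1 was at 1252 ± 104 CPM in lymph and 181.5 ± 55.1 CPM in LP (n = 4). Ccr7 did not pass (1.08, adjusted p 0.54). The top genes by the fixed rule included Itga7 on the higher side and Il17a and Ier5l on the lower side. Itga7 was at least 291-fold higher in lymph, but missed the threshold without any 1 of the 8 libraries (adjusted p 0.0127 to 0.0205). Il17a was at 684 ± 111 CPM in LP (n = 4) with 1 count in the lymph libraries, a ratio of 11800 with an interval of 2110 to 464000. Ier5l had a ratio of 4890 with an interval of 877 to 193000, also higher in LP.

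The digestion list, 22 genes that respond to enzymatic dissociation, separated lymph from LP in both cell types. In ILCs 19 of 21 tested genes were lower in lymph and 16 passed the threshold, with a median log2 fold change of -3.91 (camera adjusted p 3.14e-26). In T cells 20 of 21 were lower and 16 passed, with a median of -3.36 (5.66e-21). An estimated correlation moved these p values most, to 0.000395 and 0.000588, and both calls held under it and under fry. The list score was 5.63 ± 0.278 in lymph and 9.29 ± 0.231 in LP for ILCs, and 5.26 ± 0.175 and 8.64 ± 0.304 for T cells (n = 4, exact two-sided permutation p 0.0286 each, the smallest possible). Junb, a member of the list, took the most counts of any gene in every ILC and T cell library of LP, at 0.881% to 1.281%.

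In DCs the list was lower in lymph than in LP in CD11b+ DCs (median -1.66, camera adjusted p 3.25e-08). That call held under fry (2.22e-05) and not under an estimated correlation (0.0695). The list did not pass 0.05 in CD103+ DCs (median -0.48, adjusted p 0.129) or CD103+ CD11b+ DCs (median -0.26, adjusted p 0.314). It passed in CD103+ DCs without CD103+ DC lymph replicate c (0.0219), and in CD103+ CD11b+ DCs its direction reversed without lymph replicate 3 (0.936). Without a filter on low counts it passed in both, at 0.0356 and 0.0398. From lymph to node, where the node cells were digested, the list fell in CD103+ DCs (median -0.75, 4.36e-05) and CD103+ CD11b+ DCs (median -0.81, 0.00389). Both calls held under fry (0.00176 and 0.0453) and not under an estimated correlation (0.178 and 0.344), and the second missed 0.05 without CD103+ CD11b+ DC lymph replicate 1 (0.116). In CD11b+ DCs the list did not pass between node and lymph (median -1.57, 0.124), and its direction reversed without CD11b+ DC lymph replicate 1 (0.994) and without a filter (0.131). Exact permutation of the scores cannot go below a two-sided p of 0.1 with 3 libraries or fewer in a group.

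**Figure D2:**
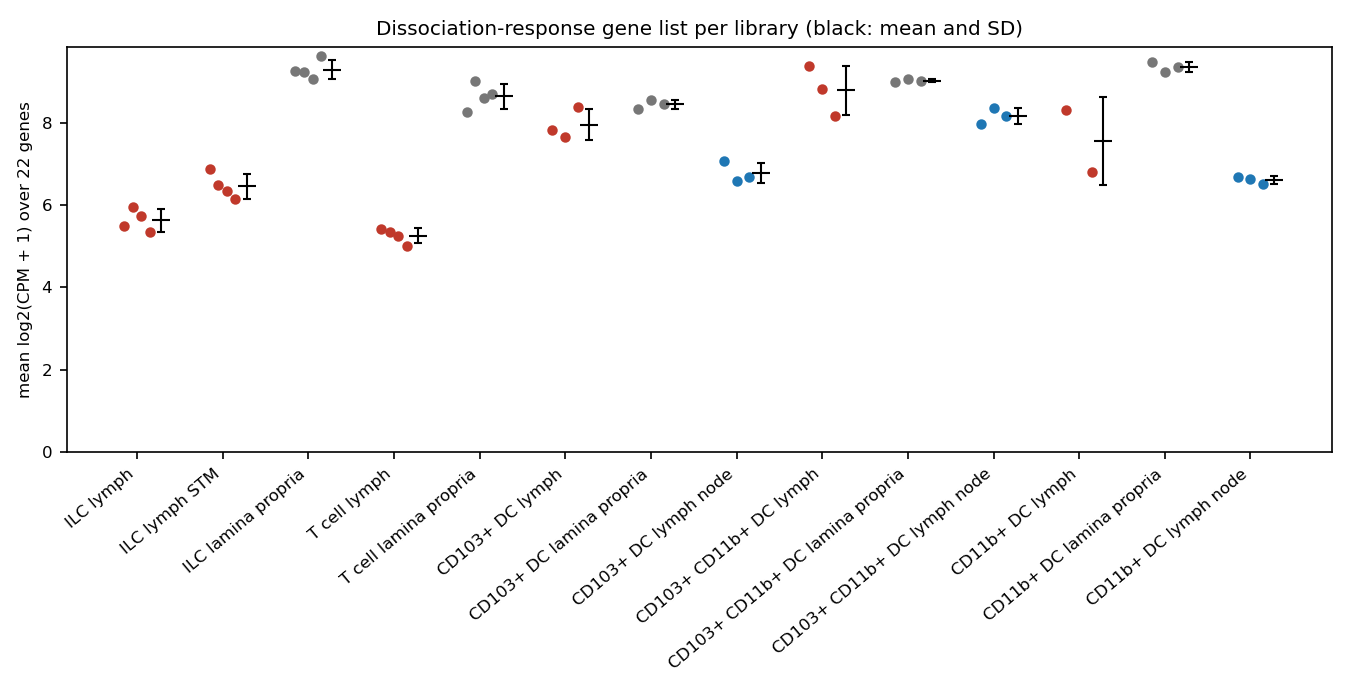
Mean log2(CPM + 1) over the 22 genes of the digestion list (vertical axis) for each library of the 14 groups (horizontal axis), with the group mean and SD in black; red marks lymph, grey LP and blue lymph node. Lymph ILCs had a mean score of 5.63 and LP ILCs of 9.29.

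A signature of migration shared by cell types was sought as the genes that passed in the same direction from LP to lymph in ILCs, T cells, CD103+ DCs and CD103+ CD11b+ DCs. It held 8 of the 11648 genes tested in all 4 comparisons, where 0.00624 would be expected if the calls were independent. Of these 7 were higher in lymph, among them S1pr1, Gm45552, Rasgrp2, Prkcq, Ripor2 and Bbc3, and Sla was lower. In any direction, 12 genes passed in all 4. The alternative that moved the count most up was limma voom with 21 genes, and the test against a 2-fold change moved it most down, to 3. Without T cell lymph replicate 3 or T cell LP replicate 2 it was 5. The balance of the directions depended on the fit. With only the compared groups in the fit 9 genes were shared, 5 higher and 4 lower, and 5 of the main 8 were among them. The mean log2 fold change over the 4 cell types was 3.92 for S1pr1, 3.79 for Gm45552, 2.76 for Rasgrp2, 2.46 for Prkcq, 2.43 for Ripor2, 2.39 for Bbc3 and -1.62 for Sla. Reads of Gm45552 are uncertain, since 20.31% of its exon bases overlap other genes. None of the 8 genes belonged to the digestion list. In CD11b+ DCs, which were not part of the signature, Rasgrp2 and Ripor2 had log2 fold changes of -1.95 and -1.61.

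**Figure D3:**
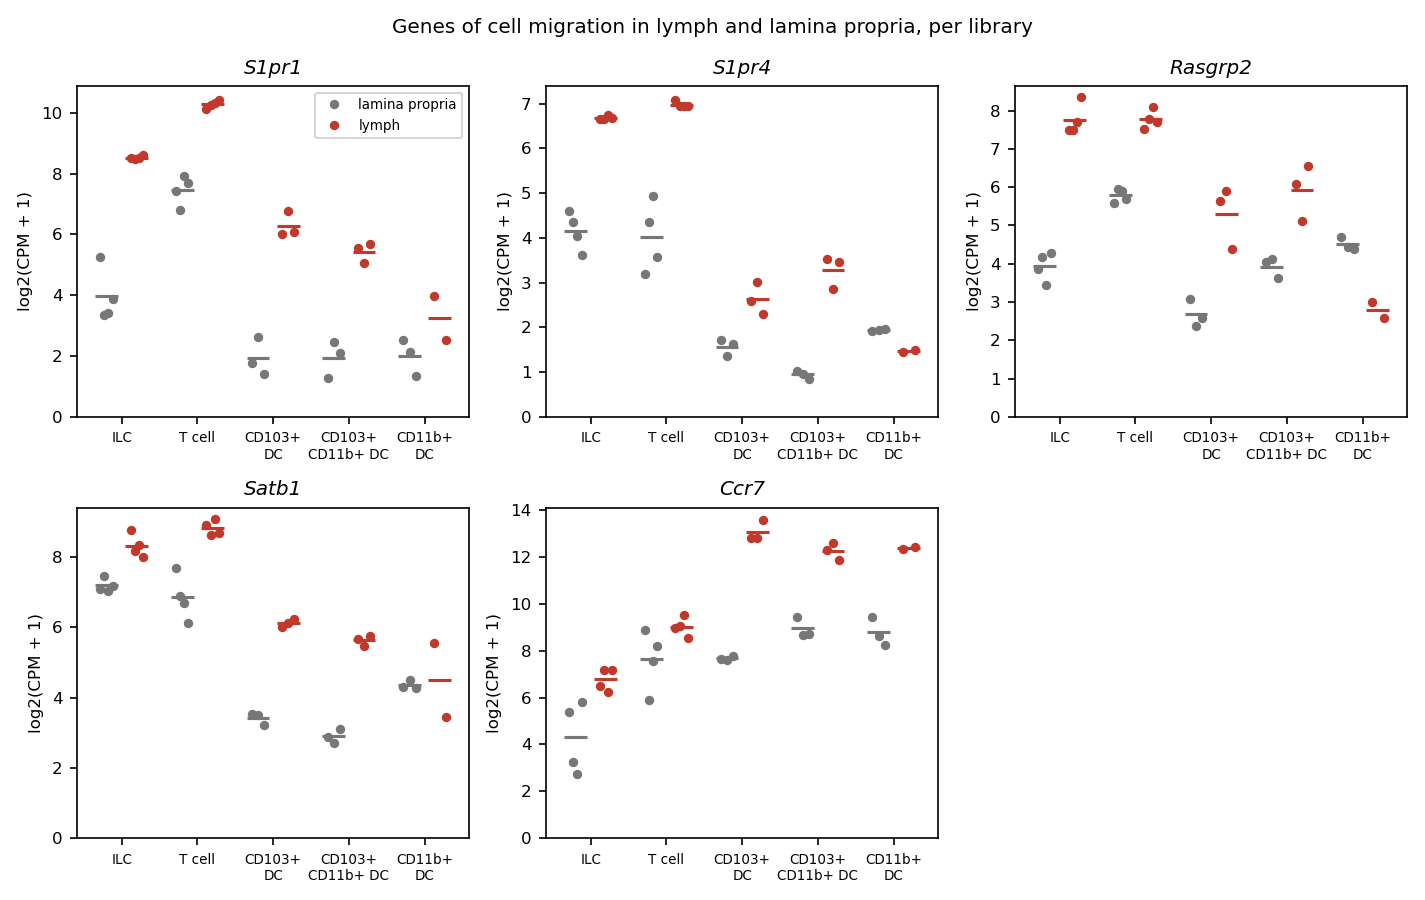
Expression of S1pr1, S1pr4, Rasgrp2, Satb1 and Ccr7 as log2(CPM + 1) (vertical axes) in LP (grey) and lymph (red) of 5 cell types (horizontal axes), with 1 point per library and lines for the means. Rasgrp2 was higher in lymph in ILCs, T cells, CD103+ DCs and CD103+ CD11b+ DCs, and lower in CD11b+ DCs.

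In CD103+ DCs, 2688 of 20390 genes passed between lymph and LP, 1543 higher and 1145 lower in lymph. In CD103+ CD11b+ DCs 1742 passed, 1004 higher and 738 lower. Without CD103+ CD11b+ DC LP replicate 1, 2 or 3 the second count was 1059, 1103 or 1043, and without lymph replicate 3 it was 1096. Of the 6 genes that the study names for migration, 5 passed in CD103+ DCs over all genes and 6 adjusted over the list alone, and in CD103+ CD11b+ DCs 6 passed by both. Ccr7 rose from 203 ± 12.8 to 8798 ± 2836 CPM in CD103+ DCs (log2 fold change 5.44, adjusted p 6.28e-07) and from 509 ± 166 to 4948 ± 1159 CPM in CD103+ CD11b+ DCs (3.28, 0.000181; n = 3). S1pr4 did not pass in CD103+ DCs (1.42, adjusted p 0.0219). Rasgrp2 passed in CD103+ CD11b+ DCs (2.16, adjusted p 0.0012), but not without LP replicate 3 (0.0115) or lymph replicate 3 (0.0105). The top genes by the fixed rule in CD103+ DCs were Oprd1 and Ankrd35 (log2 fold changes 8.95 and 8.88) and Ighv1-31 and Cyp26b1 (-8.68 and -7.71). In CD103+ CD11b+ DCs they were Spic and Fcmr (9.55 and 7.54), Cdh1 (-9.87) and Reg3g, which had 1 count in lymph and a ratio of 2540 with an interval of 455 to 1e+05 in favour of LP.

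In CD11b+ DCs 4958 genes passed between lymph and LP, 3352 higher and 1606 lower in lymph. This count was 2560 without lymph replicate 1, of which 1993 were among the 4958. The lone remaining lymph library is then assumed to vary like the other groups. A fit of only the 2 compared groups with edgeR gave 0 genes, with 5919 at an unadjusted p under 0.05, while over all groups DESeq2 gave 5833, limma voom 1841 and the newer quasi-likelihood of edgeR 5320. Of the 1841 genes of limma voom 1840 were higher and 1 was lower, while DESeq2 called 1643 lower and the newer quasi-likelihood 1714. With the replicate number as a block in that fit of the 2 compared groups, 121 genes passed higher and 163 lower. Of the 6 migration genes 3 passed, both over all genes and adjusted over the list alone. Among these were Ccr7 (log2 fold change 3.52, adjusted p 4.3e-05) and Rasgrp2 (-1.95, 0.00776). Rasgrp2 missed the threshold without lymph replicate 1 or 2 (0.0239 and 0.123) and without LP replicate 1, 2 or 3 (0.0201, 0.0133 and 0.0125). Satb1 did not pass (0.39, adjusted p 0.507), and its direction reversed without lymph replicate 1 (-1.06, adjusted p 0.0473). The top genes rested on few libraries. Gm15230 had a count of 0 in LP. Against the floor, its mean of 417.9 CPM in lymph was 14500-fold higher, mostly through lymph replicate 1. The TMM factor of 0.06 of that replicate scaled its CPM up strongly, so 14500 is not a lower bound for lymph as a whole. Without that replicate its fitted log2 fold change went from 16.62 to 8.32. Both fitted values rest on a count of 0 in LP and are not exact folds. Rag1 had a ratio of 7000 with an interval of 1940 to 57800 and did not pass without lymph replicate 1 (adjusted p 0.624). Ighv1-36 and Ighv1-34 were at least 299-fold and at least 163-fold lower. Ighv1-36 missed the threshold without lymph replicate 2 (0.0318), and Ighv1-34 without lymph replicate 1 or 2 (0.0141 and 0.114). With DESeq2 size factors the median log2 fold change of all genes moved from 0.00 to 0.14 in this comparison, and from -0.23 to -0.40 between node and lymph.

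DCs of the node were then compared with DCs of lymph, which were taken from mice that had lost their mesenteric nodes. In CD103+ DCs 1477 genes passed, 340 higher and 1137 lower in the node, with 959, 900 and 887 genes without node replicate 1, 2 and 3. In CD103+ CD11b+ DCs 761 passed, 293 higher and 468 lower, with 378 genes without lymph replicate 3 and 441 without node replicate 3. In CD11b+ DCs 3806 passed, 715 higher and 3091 lower. That count was 294 without CD11b+ DC lymph replicate 1, of which 237 were among the 3806, and 5914 without replicate 2. With only the 2 CD11b+ DC groups in the fit, edgeR gave 0 genes and 3921 at an unadjusted p under 0.05, while over all groups DESeq2 gave 4683, limma voom 1736 and the newer quasi-likelihood 3554. Here limma voom called 0 genes higher and 1736 lower, where DESeq2 called 601 and 4082 and edgeR with DESeq2 size factors 441 and 3409. The top genes in CD103+ DCs were Slc27a3 and Npr1 (log2 fold changes 6.33 and 6.22; 11.69% of the exon bases of Npr1 overlap another gene) and Il22 and Fcer2a (-7.43 and -7.31). Il22 missed the threshold without CD103+ DC lymph replicate c (adjusted p 0.0118) and without node replicate 1 or 3 (0.0139 and 0.0138). In CD103+ CD11b+ DCs the top genes were Arhgap8 and Itgb8 (4.35 and 4.09) and Ighv5-17 and Ly6i (-6.39 and -6.37). Arhgap8 missed the threshold without lymph replicate 1, 2 or 3 (0.015, 0.0243 and 0.0223) and without node replicate 1 (0.0819). In CD11b+ DCs Syngr3 and Plek2 were higher in the node (3.33 and 3.28). Syngr3 missed the threshold without lymph replicate 1 or 2 (0.0774 and 0.0199) or node replicate 3 (0.0143), and Plek2 without lymph replicate 1 or 2 (0.032 and 0.0123). On the lower side Gm43817 had a ratio of 3220 with an interval of 890 to 26600 and Gm15356 of 2450 with an interval of 439 to 96900, and neither passed without lymph replicate 1 (adjusted p 0.576 and 0.048).

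**Figure D4:**
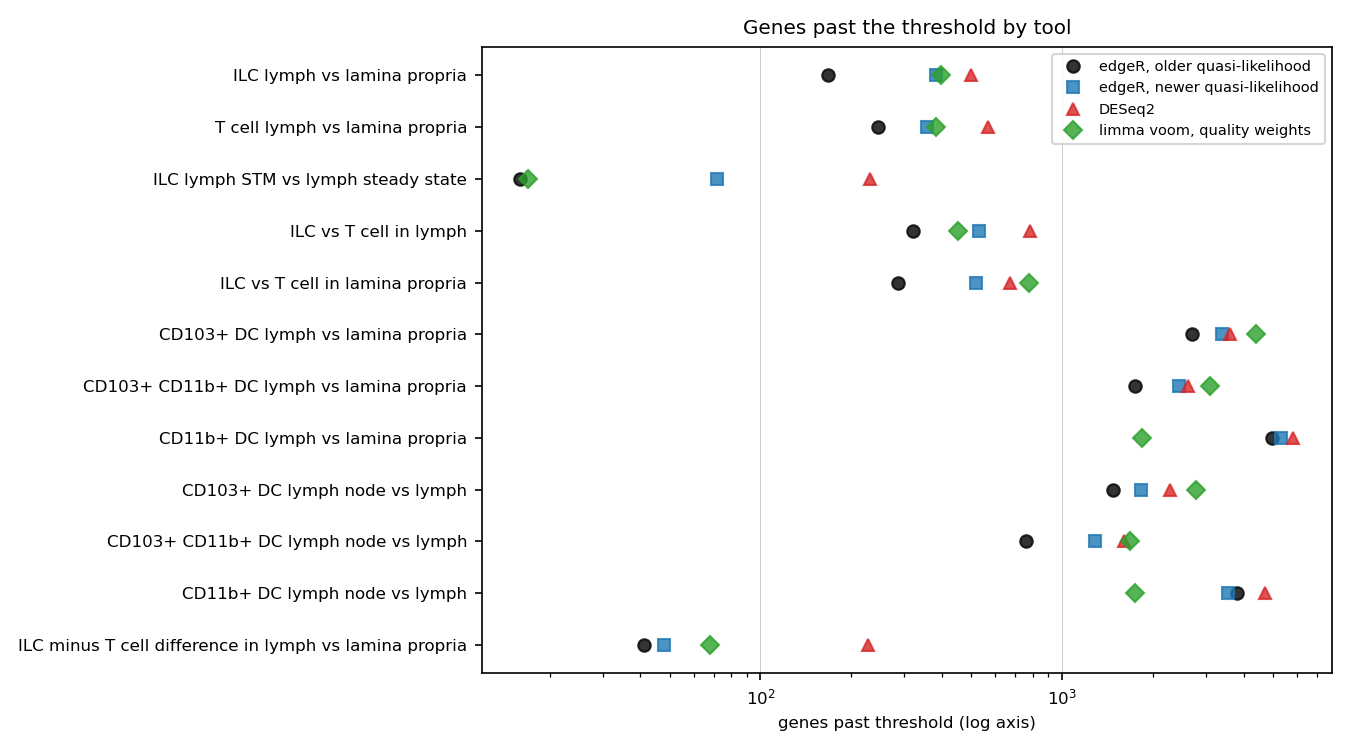
Number of genes past the threshold (horizontal log axis) in the 12 comparisons (vertical axis), with 1 marker for each of edgeR with the older and the newer quasi-likelihood estimate, DESeq2 and limma voom with quality weights. For infected against steady-state lymph ILCs the counts were 16, 72, 231 and 17.

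ILCs were set against T cells within each site to ask how far the cell types differ. In lymph 320 genes passed, 240 higher in ILCs and 80 higher in T cells, and in LP 285 passed, 138 higher in ILCs and 147 higher in T cells. The balance in LP turned, from 48.4% higher in ILCs with edgeR, to 58.4% with DESeq2, 57.1% each with limma voom and the newer quasi-likelihood, and 59.9% in a fit of only the compared groups. The study describes the T cells as coming from the same steady-state mice as the ILCs, but the labels do not say that a replicate number marks a mouse. With the number as a block 20 genes passed in lymph, 10 each way, and 145 in LP. That fit also held only the compared groups, which without a block gave 189 genes in lymph and 476 in LP. Of 10 genes that the study discusses for lymph, 9 passed both over all genes and adjusted over the list alone. With the block these 9 kept their direction and missed the threshold, as did the top genes below apart from Stab2. Rxrg, with a count of 0 in lymph T cells, was at least 651-fold higher in ILCs. Cxcr6, Gata3, Id2, Rora and Epas1 had log2 fold changes of 1.97, 2.03, 1.56, 1.44 and 4.11, and Cd3e, Cd3g and Cd4 of -6.10, -5.00 and -4.22. Ahr did not pass (1.55, adjusted p 0.138). The top genes in lymph were Ncr1 and Lyn, at least 1120-fold and at least 681-fold higher in ILCs, and Lrig1 and Slamf1, at least 883-fold and at least 616-fold lower. Lrig1 missed the threshold without any 1 of the 8 libraries (adjusted p 0.0151 to 0.0246). In LP they were Clnk, at least 621-fold higher in ILCs, Stab2, with a ratio of 3670 and an interval of 659 to 145000, and Gpr55 and St8sia1, at least 521-fold and at least 396-fold lower.

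Over all genes, lymph ILC libraries had a mean r of 0.7657 ± 0.0477 with LP ILCs and of 0.7364 ± 0.0337 with lymph T cells (SD over the 4 lymph ILC libraries). The difference was 0.0293 ± 0.0145 and was positive in 4 of 4 libraries. The gene choice moved it most, to 0.338 with the 1000 most variable genes. These r values run across genes, which are not independent replicates.

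Whether the change from LP to lymph differed between ILCs and T cells was tested directly. The difference passed in 41 genes, 37 with the higher log2 change in ILCs and 4 with the higher change in T cells. Il12rb2 rose in ILCs from 1.57 ± 2.65 to 38.8 ± 17.7 CPM and fell in T cells from 251 ± 76.9 to 1.36 ± 2.72 CPM (n = 4), a log2 difference of 12.03 (SE 1.80, adjusted p 0.00135). Ndrg1 had counts of 0 in LP ILCs and 30.9 ± 7.03 CPM in lymph ILCs, against 13.8 ± 7.63 CPM in LP and 9.501 ± 8.42 CPM in lymph T cells (n = 4). Its difference passed (adjusted p 0.00472), but not without ILC lymph replicate 2 (0.0111), any 1 of the 4 ILC LP libraries (0.0109 to 0.0117), T cell lymph replicate 1 or 4 (0.0162 and 0.0126) or T cell LP replicate 2 or 4 (0.0105 and 0.011). Ncoa7 had a log2 change of -3.13 in ILCs and 0.84 in T cells (difference -3.97, SE 0.491, adjusted p 0.000288). Zfp36 had changes of -4.85 and -1.15 (difference -3.70, SE 0.33, adjusted p 4.7e-06) and was the only 1 of the 41 genes that belonged to the digestion list. With the replicate number as a block 30 genes passed. Ncoa7 and Zfp36 were among those that passed, while Il12rb2 and Ndrg1 missed the threshold. Ndrg1 also missed it with only the compared groups in the fit and no block. The log2 difference of Il12rb2 was then 12.885. That of Ndrg1 stayed positive, and its size is not given because LP ILCs had a count of 0.

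To ask how infection changes migrating ILCs, lymph ILCs of infected mice were compared with those of steady-state mice. By flow cytometry the study found another mix of ILC subsets in lymph after infection. A shift in that mix cannot be told apart from a change within cells. With edgeR 16 genes passed, 8 higher and 8 lower after infection, a balance that some methods shared (6 and 6 with no filter on low counts) and others did not. The count ranged from 0 to 231 over the methods. DESeq2 gave 231 (143 higher and 88 lower), and a fit of only these 2 groups gave 0 genes with edgeR, with 721 at an unadjusted p under 0.05, where over all groups limma voom gave 17 (15 higher and 2 lower) and the newer quasi-likelihood 72 (62 and 10). Thinning to the smallest library gave 26 (18 and 8). The count was 9 without infected replicate 2 and 7 without ILC lymph replicate 4. Of 14 genes that the study discusses, 1 passed over all genes and 10 adjusted over the list alone, which is not independent evidence since they were chosen on these libraries. That gene was Irf1 (ENSMUSG00000018899, chromosome 11, 53770014 to 53778374), at 462 ± 89.1 CPM after infection and 177 ± 32.2 CPM at steady state (n = 4), a log2 fold change of 1.38 (SE 0.212, adjusted p 0.00402). Irf1 missed the threshold without infected replicate 2 or 4 (0.0154 and 0.0104) or ILC lymph replicate 1, 2 or 4 (0.0131, 0.0137 and 0.0191). Il22, Gbp2, Irf4, Pml, Cxcl10 and Ccl3 were higher with adjusted p values of 0.0158 to 0.0435, and Gbp6, Irf7 and Cxcl2 with 0.0548 to 0.0709. Overlapping exons leave the reads of Gbp6 (28.99% of its exon bases) uncertain. Irf4 passed without ILC lymph replicate 3 (0.00268). Ifng, Il17a and Csf2 had adjusted p values of 0.861, 0.769 and 0.836, and Il17a had 4 counts after infection and 2 at steady state, so no difference was detectable at this depth. The top genes by the fixed rule were Ctla4 and Rgs1, with log2 fold changes of 2.73 and 2.17, S100a10 with -1.73, and Acp2, whose ratio was 230 with an interval of 63.3 to 1900 in favour of steady state (12.57% of its exon bases overlap Ddb2). Ctla4 missed the threshold without infected replicate 2 (0.0144) or ILC lymph replicate 1, 3 or 4 (0.0131, 0.0171 and 0.0199), and S100a10 without infected replicate 4 or ILC lymph replicate 4 (0.0104 and 0.0106).

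The interferon list was higher after infection in 36 of 36 tested genes, 3 of them past the threshold, with a median log2 fold change of 1.42, also with 1 gene at its bound. Camera gave an adjusted p of 6.44e-24, and the call held under fry (4.08e-07) and under an estimated correlation (0.000395). With the genes that the study names left out, the adjusted p was 1.33e-09. The list score was 6.16 ± 0.312 after infection and 4.56 ± 0.443 at steady state (n = 4, exact two-sided permutation p 0.0286, the smallest possible).

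**Figure D5:**
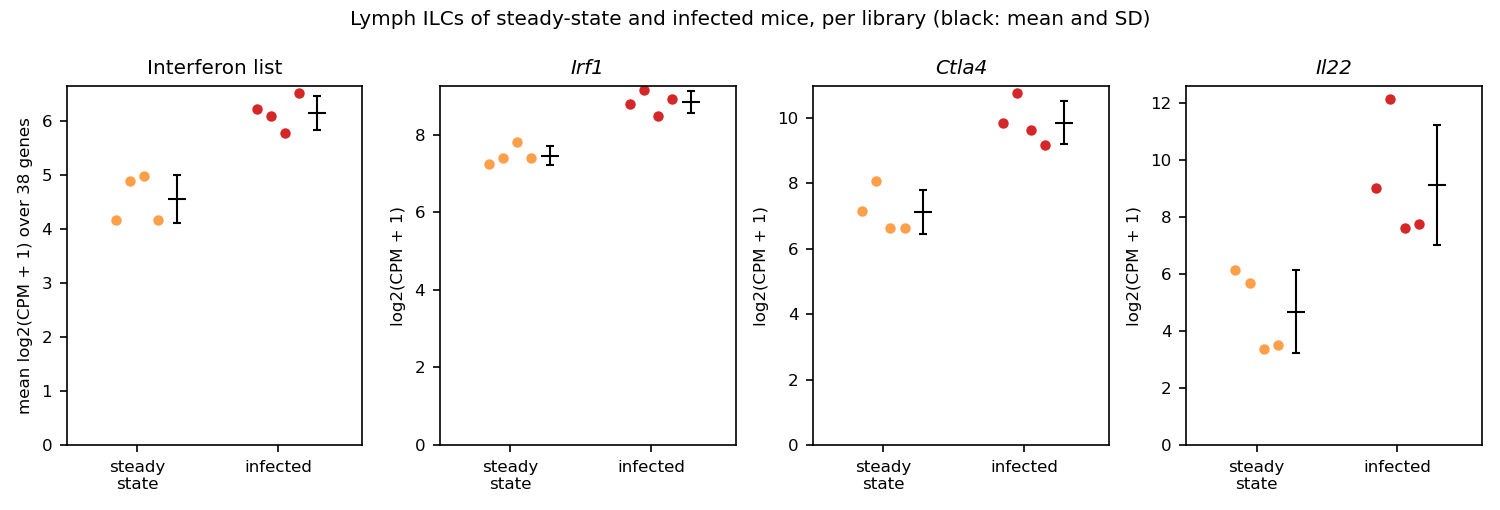
Mean log2(CPM + 1) over the interferon list and log2(CPM + 1) of Irf1, Ctla4 and Il22 (vertical axes) in lymph ILCs of steady-state and infected mice (horizontal axes), with 1 point per library and the mean and SD in black. The mean interferon score was 6.16 after infection and 4.56 at steady state.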

Values the study reported

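The study counted 135 genes as higher and 77 as lower in lymph ILCs after Salmonella infection. It found 32 genes altered in lymph against tissue in all of ILCs, T cells, CD103+ DCs and CD103+ CD11b+ DCs.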

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

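The tests of plasma cells, of macrophages and neutrophils, of T cells in an LP library, of few reads and of depth in this part were chosen after the results were seen, and the regroupings of the libraries were planned. Among groups of 4 libraries, the highest or lowest library stood far from the other 3 in 16 of 143 groups. Chance marks about 1 in 20 groups in this way, which would give 7.2 of 143, so many of these may be chance. Where a paragraph names no biological explanation, none was tested, since the labels set no library apart within its group.

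Immunoglobulin genes took 2.571% of the counts of ILC lymph replicate 1, and 0.0287% to 0.1734% in the other 3 libraries of its group. Its top gene, Igha, took 1.855% of its counts, where the top genes of the other 3 took 0.599% to 0.682%. Ly6d was at 37.58 CPM in it and at 5.045 to 6.56 CPM in the others. In the 5 lymph ILC libraries with over 1000 CPM of Igha, the ratio of Jchain to Igha differed by at most 1.54-fold and that of Igkc to Igha by at most 1.33-fold. With lymph replicates 3 and 4, at 469 and 992.1 CPM of Igha, the ratio of Jchain differed by up to 2.68-fold, and with the 2 LP libraries of ILCs with over 100 CPM of Igha by up to 3.62-fold, so the closer agreement rests on the libraries with the most Igha. For these it is consistent with plasma cells, or free RNA from them, in the ILC sort. For Ly6d that source cannot be told apart from the ILCs, since of the 2 infected libraries with more Igha only 1 had as much Ly6d, with 99.72 CPM in infected replicate 1 and 36.51 CPM in infected replicate 4.

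Il22 was at 4513 CPM in infected ILC lymph replicate 2 and at 195.6 to 510.9 CPM in the other 3 infected libraries, and Cxcl2 was at 527.7 CPM against 33.19 to 75.74 CPM. Of the macrophage and neutrophil lists, 0 of 2 were highest in replicate 2. The macrophage list summed to 75.92 CPM there and to 138.3, 31.64 and 114.9 CPM in replicates 1, 3 and 4, which argues against macrophages or neutrophils in that library. Without infected replicate 2 the log2 fold changes after infection were 3.14 for Il22 and 4.13 for Cxcl2, against 5.28 and 5.81 with it. A difference in the course of infection between the pooled mice stays open and was not tested.

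S1pr1 was at 37.02 CPM in ILC LP replicate 1 and at 9.167 to 13.83 CPM in the other LP libraries of ILCs, and Il12rb2 was at 5.532 CPM against 0 to 0.4701 CPM. T cells could bring both transcripts. In this library Il12rb2 reached 2.2% of its level in LP T cells, and only 3 of 9 abundant T cell genes reached that share, with Cd3d at 0.362% and Trac at 0.34%. This argues against T cells as the source.

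Ccr10 was at 0.2745 CPM in ILC LP replicate 3, Mki67 at 0.2128 CPM in ILC LP replicate 1 and Ccl3 at 0.194 CPM in ILC lymph replicate 3, each with 0 CPM in the other 3 libraries of the group. Each of these values rested on 1 read, in line with sampling of few reads.

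The remaining library values that stood apart were not followed by a test. Mitochondrial genes took 0.915% of the counts in T cell LP replicate 1 and 0.709% to 0.744% in the others. Il17ra was at 205.4 CPM in ILC LP replicate 2 against 149.6 to 151.7 CPM, S1pr4 at 134.8 CPM in T cell lymph replicate 1 against 121.8 to 123.2 CPM, and Gbp6 at 32.9 CPM in ILC lymph replicate 1 against 15.72 to 16.38 CPM. Irf4 was at 9.314 CPM in ILC lymph replicate 3 against 0 to 0.3596 CPM. The interferon score was 5.039 in T cell LP replicate 3 against 5.493 to 5.515.

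The change from LP to lymph differed between ILCs and T cells in 41 genes by the test of the difference itself. Of 100 regroupings of these libraries, 4 gave as many genes, the real one and 3 false ones. The false regroupings had a median of 0 genes and a maximum of 69, which is more than the real one gave. The regroupings shuffled cell types within lymph and within LP, which also broke up the difference between ILCs and T cells. They therefore do not mimic cells whose change to lymph is alike. The share of 4 in 100 leaves chance open. With every library thinned to the smallest total, 34 of the 41 genes passed, which argues against depth as the whole cause. With DESeq2 the count was 228, and leaving out 1 library gave 33 to 45. Cells of both types were digested in LP and not in lymph, and only Zfp36 of the 41 genes was on the digestion list. A response to digestion that differs between ILCs and T cells was not tested, nor was a different mix of ILC subsets in lymph and LP. A difference between the 2 cell types in how they change on the way to lymph stays open.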

How the results depend on the processing

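Planned choices are those named as set before the data were examined; limma voom with quality weights and the newer quasi-likelihood of edgeR were chosen after seeing the data. Of the alternatives to the 24 main results (12 counts of genes, the shared signature, the similarity and 10 list tests), 286 kept direction and side of the threshold or stayed within 1.5 times the count or 1 SD, 82 moved, 3 reversed, 3 came to pass and 4 no longer passed. Of 1656 alternatives for 117 values of named genes, 1470 kept direction and call, 157 lost the call, 27 gained it and 2 reversed. Of the lost calls 85 came from leaving out 1 library, 45 from the replicate block, 22 from a fit of only the compared groups, 3 from no filter and 1 each from size factors and thinning. The block was fitted with only the compared groups, so its 45 lost calls cannot be credited to the replicate number alone. Of the gained calls 18 came from DESeq2, 7 from thinning and 2 from leaving out 1 library. The cause was not tested for any of the changes given here, except that a looser or stricter threshold moves a count by construction.

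DESeq2 gave 499 genes for ILCs and 567 for T cells between lymph and LP, 231 for infection, 782 and 671 for ILCs against T cells in lymph and LP, and 228 for the difference between ILCs and T cells. It gave 2281 and 1607 for node against lymph in CD103+ and CD103+ CD11b+ DCs, and 18 shared genes. The newer quasi-likelihood gave 381 for ILC lymph against LP, 72 for infection, 530 and 518 for ILCs against T cells in lymph and LP, 1281 for CD103+ CD11b+ DC node against lymph and 16 shared genes. Limma voom gave 396 and 383 for ILC and T cell lymph against LP, 776 for ILCs against T cells in LP, and 68 for the difference between cell types. In DCs it gave 4391, 3091 and 1841 for lymph against LP and 2783, 1678 and 1736 for node against lymph (CD103+, CD103+ CD11b+ and CD11b+), and 21 shared genes.

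With an adjusted p under 0.05 and no fold limit, the counts were 427 (ILC) and 465 (T cell) for lymph against LP, 122 for infection, 736 and 633 for ILCs against T cells in lymph and LP, 89 for the difference between cell types and 20 for the shared genes. In DCs they were 4715 (CD103+) and 3521 (CD103+ CD11b+) for lymph against LP, and 2866, 1868 and 5721 for node against lymph in CD103+, CD103+ CD11b+ and CD11b+ DCs. The test against a 2-fold change gave 71, 113, 1, 168, 147 and 26 for the same 6 ILC and T cell comparisons and 3 shared genes. In DCs it gave 1293 and 686 for lymph against LP and 524, 152 and 2431 for node against lymph. Thinning to the smallest library gave 26 genes for infection.

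With only the compared groups in the fit, edgeR gave 0 genes for infection (721 at an unadjusted p under 0.05), 189 and 476 for ILCs against T cells in lymph and LP, and 242 for CD103+ CD11b+ DC node against lymph. It gave 0 for CD11b+ DCs in lymph against LP (5919 unadjusted) and in node against lymph (3921 unadjusted). Adding the replicate number as a block to these fits gave 27 and 81 genes for ILC and T cell lymph against LP. It gave 0 for infection (671 unadjusted), and 20 and 145 for ILCs against T cells. It gave 284 for CD11b+ DC lymph against LP, and 64 and 4 for node against lymph in CD103+ CD11b+ and CD11b+ DCs. In no comparison with 3 or more pairs of libraries did every pair of the same number correlate above an r of 0.1, so the values do not show that the numbers mark pairs. The study describes the ILCs and T cells of steady state as taken from the same mice, so pairs of these cell types cannot be ruled out. CD103+ DCs of lymph had no numbers, so neither they nor the shared signature had a block value.

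Leaving out 1 library at a time gave 124 to 149 genes for ILC lymph against LP, 184 to 205 for T cells, 230 to 272 and 197 to 228 for ILCs against T cells in lymph and LP, 33 to 45 for the difference between them and 1947 to 2296 for CD103+ DC lymph against LP. Infection had 7 (without ILC lymph replicate 4) to 17 genes, with 9 without infected replicate 2. CD103+ CD11b+ DC lymph against LP had 1043 to 1597, with 1059, 1103 and 1043 without LP replicate 1, 2 and 3 and 1096 without lymph replicate 3. CD11b+ DC lymph against LP had 2560 (without lymph replicate 1) to 5248. Node against lymph had 887 to 1221 in CD103+ DCs, with 959, 900 and 887 without node replicate 1, 2 and 3. It had 378 (without lymph replicate 3) to 563 in CD103+ CD11b+ DCs, with 441 without node replicate 3. In CD11b+ DCs it had 294 without lymph replicate 1 and 5914 without replicate 2. The shared signature held 5 (without T cell lymph replicate 3 or T cell LP replicate 2) to 9 genes.

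The similarity difference of 0.0293 was 0.0232 to 0.0332 with 1 library left out and 0.3382 with the 1000 most variable genes. The digestion list test had adjusted p values of 0.0219 (without lymph replicate c) to 0.303 in CD103+ DC lymph against LP. It had 0.0636 to 0.936 in CD103+ CD11b+ DCs, the last with a reversed direction without lymph replicate 3. With no filter these 2 tests passed at 0.0356 and 0.0398. In CD103+ CD11b+ DC node against lymph it had 1.73e-05 to 0.116 (without lymph replicate 1). In CD11b+ DC node against lymph it had 0.0977 to 0.994, reversed at 0.994 without lymph replicate 1 and at 0.131 with no filter. An estimated correlation gave 0.0695 for CD11b+ DC lymph against LP and 0.178 and 0.344 for node against lymph in CD103+ and CD103+ CD11b+ DCs. The ILC, T cell, interferon and proliferation list tests passed under every alternative run, with at most 4.44e-21, 3.71e-18, 1.87e-19 and 4.46e-09 when 1 library was left out. Camera with no filter could not be fitted for the ILC and T cell data.

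Of the named genes, the log2 fold change of Id2 in ILC lymph vs lamina propria was -0.097 (without ILC lymph replicate 4) to 0.017, and reversed without ILC lymph replicate 1 (0.017). That of Satb1 in CD11b+ DC lymph vs lamina propria was -1.06 to 1.138 (without lymph replicate 2), and reversed without lymph replicate 1 (-1.06). Depth limits what can be called absent in the ILC and T cell data, where 3 counts were up to 2.87 CPM in the shallowest library.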

Other observations

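The splits of the libraries and the tests of sex, of digestion in DCs and of T cells in lymph ILCs were planned, and the other tests of this part were chosen after the patterns were seen, those of B cells, of a swap of DC types and of genes carried by 1 or 2 libraries before their own values were.

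For each of the 5 comparisons of 4 against 4 libraries, 1 of the 35 splits of the libraries, the real one, gave as many genes as were found. This argues against chance, but 1 in 35 is the smallest share possible and was not adjusted over the 5 comparisons. For infection, a fit of the 2 groups alone gave 0 genes. The other splits gave at most 1 gene for ILC lymph against LP, 2 for T cell lymph against LP, 4 for infection and 1 each for ILCs against T cells in lymph and LP. For the 4 DC comparisons of 3 against 3, 1 of 10 splits gave as many and the others gave 0, and so few splits leave chance open by their number alone. For the shared signature 1 of 30 regroupings, the real one, gave as many genes, which argues against chance in how the libraries were grouped. As regrouped libraries give hardly any genes in the single comparisons, this does not test whether the lists of the 4 cell types share more genes than chance would give. In 0 of 46 libraries did Xist exceed the Y-linked genes, so mice of different sex were excluded as a cause of the differences between lymph and LP.

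Between lymph ILCs of infected and steady-state mice 16 genes passed with edgeR. The count of higher genes with edgeR was 8. That is lower than the value quoted from the study above. The count of lower genes with edgeR was 8. That is lower than the value quoted from the study above. DESeq2 with default settings, the tool that the study's methods name, called 231 genes here, 143 higher and 88 lower. Both are slightly higher than the values quoted from the study above. In 36.3% of the 215 genes called by DESeq2 alone the groups overlapped (78 genes). Genes carried by 1 or 2 libraries cannot be told apart from a difference between the groups as the source of the extra calls, since these genes were picked for differing between the same libraries. Of the 215 genes 11 were not tested by edgeR, and the other 204 had the same sign there. An adjusted p under 0.05 in edgeR was found for 60 of the 215, and 63 had a group at a count of 0. In a fit of the 2 groups alone DESeq2 called 168 genes, and in the other splits of the same libraries 4 to 84 with a median of 18.5.

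In any direction 12 genes passed in all 4 cell types with edgeR. That is lower than the value quoted from the study above. With DESeq2, the tool that the study's methods name, 35 genes passed in any direction. That is slightly higher than the value quoted from the study above. The shared signature asked for the same direction as well, and held 8 genes with edgeR and 18 with DESeq2, so these counts are not like the value quoted.

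Interferon-response genes were higher in lymph ILCs after infection, but 0 groups received streptomycin without infection, so streptomycin cannot be told apart from infection as their source.

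The digestion list was lower in lymph than in LP in ILCs and T cells. Enzyme digestion of the tissue cannot be told apart from a difference between the sites, since 0 digested groups of these cells came from another tissue. In DCs, where digested node cells were sequenced, the list was higher in node than in lymph in 0 of 3 DC types. Digestion of the node used other enzymes, so this test leaves digestion of the gut open.

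T cell transcripts in lymph ILC libraries were tested against T cells in the ILC sort. Over 9 abundant T cell genes the level in lymph ILCs was 0.0422% to 34.5% of that in lymph T cells with a median of 1.44%, and only 2 of 9 lay within 2-fold of that median. This argues against T cells as the source of all of them.

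In CD11b+ DCs 4958 genes passed between lymph and LP, and the odd lymph replicate 1 could have caused them. Without it 1993 of them (40.2%) passed in the same direction, 991 of the 3352 higher and 1002 of the 1606 lower, with the lone remaining lymph library assumed to vary like the other groups. This argues against replicate 1 as the cause of the whole set. For the genes that did not pass without it, replicate 1 stays a candidate cause, as does the lower power of 1 library.

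The shared genes that were higher in lymph DCs may come in part from lymphocytes in the sorts. Of the B and plasma cell list, Ms4a1 was at 72.4 ± 8.88 CPM in CD103+ DCs and 69.8 ± 26 CPM in CD103+ CD11b+ DCs of lymph, against 6.46 ± 1.71 and 1.88 ± 0.918 CPM in LP and 9.71 ± 1.54 and 75.5 ± 39.0 CPM in the node (n = 3). Cd79a was at 76.7 ± 27.6 and 246 ± 163 CPM in lymph, against 10.3 ± 3.502 and 21.1 ± 2.38 CPM in LP, and lower in the node than in lymph in both DC types, at 2.06 ± 1.37 and 99.3 ± 11.2 CPM (n = 3). Both genes were picked from the list for this note after their values were seen. The sum of that list, which also holds immunoglobulin genes, was lower in lymph than in LP in both DC types, at 1872 against 16040 CPM and 22620 against 31920 CPM. Of the 7 shared genes higher in lymph, 6 fell over 2-fold more in CD103+ DCs than in CD103+ CD11b+ DCs, Bbc3 being the exception, as B cells in the lymph libraries would give. T cell genes also fell in CD103+ DCs, with Trac at 48.4 CPM in lymph and 4.93 CPM in the node, so the fall in this DC type does not separate B from T cells. In CD103+ CD11b+ DCs Trac rose from 17.79 CPM in lymph to 47.9 CPM in the node, while Gm45552, Rasgrp2 and Ripor2 changed by -0.95, -1 and -0.43 on the log2 scale and did not follow Trac. S1pr1 and Prkcq rose, by 0.31 and 2.1. In 6 of 14 pairs of a gene and a DC type, T cells at the share that T cell transcripts give would bring 0.5 or more of the level. In 1 of these pairs, Prkcq in CD103+ CD11b+ DCs, they would bring 13.9 CPM where 3.921 CPM was seen, so that pair goes against the assumed share. T cells cannot be told apart from the DCs as a source, since the T cell reference was CD44-high CD4+ cells of the other dataset. A change in the DCs themselves stays open as well.

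The macrophage list was high in CD103+ CD11b+ DCs of lymph, and 6 of its 8 genes were higher in all 3 of these libraries than in every LP and node library of this DC type. Lyz2 was at 5726 CPM in lymph, 1036 in LP and 450 in the node, and C1qb at 206.7, 5.119 and 11.45 CPM. Adgre1 (59.44 against 70.74 CPM in LP) and Cd68 (207.6 against 340.9 CPM) were not higher. Macrophages or monocytes in these libraries may be the source. DCs express some genes of this list too, and a change in the DCs themselves was not tested.

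Itgae was lower in CD103+ CD11b+ DCs than in CD11b+ DCs of lymph, which could come from a swap of the 2 DC types. The mean was lower in the node as well, at 16.2 against 20.7 CPM, so the pattern was not particular to lymph. Of 48 genes that differed the same way between these types in LP and node, 40 (83.3%) kept their direction in lymph against CD11b+ DC lymph replicate 2, and 31 (64.6%) against replicate 1. This argues against a swap in lymph.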
